A study of Homo sapiens with 78 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

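RNA of 78 HEK293 samples was sequenced as stranded paired-end libraries of poly(A)-selected RNA. Per the labels, the authors aligned reads to hg38 with STAR 2.4, handled them with SAMtools 1.2 and counted reads per gene with featureCounts of Subread 1.4.6 on the Gencode v25 basic annotation. The deposited counts of the first table are raw counts of uniquely mapped reads per gene, whole numbers for 56634 genes in 72 libraries. The deposited values of the second table, for 53837 genes in the 6 dKO libraries of 3 days, are expected counts, for which the labels name the same tools: 32.6% of values above 0 were not whole, and 73% of those ended in 0.5. How values that are not whole arose is not stated. These values were rounded, which moved no library total by more than 0.0019%, and no gene was tested between the 2 tables. One check of a library of the second table used fold changes from the first. The total was 7746170 to 33037640 counts per library in the first and 7756431 to 21099426 in the second table. Mitochondrial genes, 37 in the first and 15 in the second table, were listed with 0 counts.

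Samples were grouped by population, treatment and time as the labels give them, with 3 replicates in each of 26 groups. In all, 20 comparisons of 2 groups and 7 differences of effects were tested. The main test was the quasi-likelihood test of edgeR 4.0.16 with robust spread, TMM normalization and a filter on low counts (filterByExpr, minimum count 10), fitted to the 6 libraries compared, or to 12 for a difference of effects. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. The SE was the log2 fold change over the square root of the F statistic. It covers the spread between libraries of this experiment alone. DESeq2 1.42.0 was run beside it with the same thresholds, in R 4.3.3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.

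Lists of 17 gene groups were fixed by hand before the data were examined, as were the comparisons, thresholds, rule for naming genes and all alternatives but 1. The study and its lists of regulated genes had been read by then, and 14 of 39 immediate early genes, 27 of 45 matrix genes, 13 of 28 p53 targets and 10 of 30 amino acid response genes are also named there. The 6 lists of ribosome biogenesis, S and M phase, kinase module, core Mediator, other lines and housekeeping genes hold none that the study lists. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, with p adjusted over all 340 tests, and again with an estimated correlation. Called members were also counted with p adjusted over the list alone, and both counts are given where the report gives a count and these differ. The lists were immediate early genes, heat shock chaperones, sterol synthesis, amino acid response, p53, Notch, Wnt, NFκB, and BMP and TGFβ targets, interferon-stimulated genes, extracellular matrix, ribosome biogenesis, S and M phase genes, the Mediator kinase module, core Mediator, markers of other cultured lines and housekeeping genes.

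Genes were named by a rule: CDK8 and CDK19; up to 12 higher and 12 lower called genes with the largest fold change among those with a symbol, a mean of at least 2 CPM and groups that do not overlap; called list members; and a panel given whether called or not (MYC, JUN, EGR1, ARC, ZCCHC12, APOE, EHD2, COL3A1, GPR50, DERL3, OLFML3, CCND1, ETV5, JUNB, HMGCS1, IDI1, CCNC, MED12 and MED14). Some genes that meet this rule are not reported here. A gene outside this rule is said to have been chosen after its values were seen. The share of genes with the same sign in a second comparison has an exact binomial interval. Overlaps by chance were computed as the product of the 2 counts over the genes tested in both.

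Alternatives were DESeq2, RLE normalization, no filter beyond 1 count, all libraries of a table in one fit, the replicate number as a block, and each library left out in turn. After 1 library was seen to stand apart, removal of each library's trend with transcript GC content was added. Real and other splits of the libraries into groups were compared, all 10 for 3 against 3 and 100 drawn with a fixed seed for a difference of effects.

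Recovery and false calls were tested on simulated data with 200 changed genes. At a fold change of 2, edgeR called 91% of them among 15594 genes for Senexin B at 3 h in WT cells, 93% among 15150 in dKO cells, 86% among 15690 in dKO-V cells, 94% among 18078 in dKO cells at 3 days and 95% among 15368 for dKO against WT at 3 h. At a fold change of 4 it called 97%, 98%, 100%, 96% and 100%, with 1, 1, 1, 1 and 2 false calls. For the difference of effects between dKO and WT at 3 h, 90% were called at a fold of 2 and 97% at 4 among 15784 genes, with 2 false calls. Simulated counts were drawn for each gene apart, so trends that run across a library, such as one with GC content, were absent. The rates do not cover real comparisons that held such trends, as in dKO cells at 3 days. Between replicates of a group the chi-square per degree of freedom was 1.106 to 11.26 over 78 pairs.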

Results

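RNA was measured by stranded paired-end sequencing of poly(A)-selected libraries from HEK293, a human embryonic kidney cell line, in 78 samples that formed 26 groups of 3 replicates. The groups came from 7 populations: parental cells (WT), cells with CDK8 (8KO), CDK19 (19KO) or both genes (dKO) knocked out, and dKO cells carrying an empty vector (dKO-V) or a vector for CDK8 (dKO-8) or CDK19 (dKO-19). CDK8 and CDK19 are paralogous kinases of the Mediator complex, which links transcription factors to RNA polymerase II, and Senexin B is an inhibitor of both. Every population received 1 µM Senexin B or vehicle for 3 h, WT cells also for 5 h, 24 h, 3 days and 15 days, and dKO cells also for 3 and 15 days. The last time is 15 days in the label of each sample but 5 days in the general treatment protocol, and the sample labels were followed. The total count per sample was 7746170 to 33037640 in 72 samples, and 7756431 to 21099426 in the 6 dKO samples of 3 days, which were deposited apart and were tested for changes against each other only. Changes are log2 fold changes ± SE from edgeR for 3 libraries against 3, and gene lists have a median log2 fold change and an adjusted p from camera, with a second p where an estimated correlation between genes ended the call. A gene was called at an adjusted p under 0.05 with a fold change above 1.5, and rose or fell is said only of called genes or lists. For each called gene given with a value, all 3 libraries of one group lay above all 3 of the other unless stated, which chance gives for 10% of genes. The replicates are described as biological replicates, but separate cultures are not stated, so p values measure the spread between samples. The labels give no batches, so in comparisons between populations the genotype and any culture or sequencing batch cannot be told apart. The paper's supplement describes the comparisons of 8KO and 19KO with WT as a single batch. Per the paper the knockout cells are clones. It avoided conclusions from setting them against parental cells, because of clonal variability and knockout effects not mediated by the target. Genotype and clone cannot be told apart in those comparisons either.

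The knockout alleles still gave RNA from both targeted genes. The paper verified the knockouts at the protein level by immunoblotting, and RNA counts do not measure protein. CDK8 (chromosome 13, 26254104 to 26405238 on hg38) stood at 36.8 ± 0.52 CPM (counts scaled to the library total; mean ± SD, n = 3) in WT vehicle samples of 3 h, and at 29.9 to 44.4 CPM over all 30 WT samples. It stood at 18.2 ± 1.6 CPM in 8KO, 18.0 ± 0.93 in dKO, 18.4 ± 0.65 in dKO-V, 20.4 ± 0.64 in dKO-19 and 37.6 ± 1.5 in 19KO vehicle samples, against 292 ± 10 CPM in dKO-8. CDK19 (chromosome 6, 110609978 to 110815958) stood at 28.4 ± 1.6 CPM in WT, 36.5 ± 2.0 in 8KO, 24.06 ± 0.57 in dKO, 12.8 ± 0.67 in 19KO, 20.8 ± 1.1 in dKO-V and 13.6 ± 0.92 in dKO-8, against 434 ± 4.5 CPM in dKO-19. Against WT, CDK8 RNA fell in 8KO cells (-1.06 ± 0.064) and dKO cells (-1.1 ± 0.069), and CDK19 RNA fell in 19KO cells (-1.18 ± 0.080) but was -0.33 ± 0.069 in dKO cells, where it was not called. In dKO cells sampled at 3 days, CDK8 stood at 17.1 ± 1.6 and CDK19 at 31.3 ± 1.6 CPM with vehicle. Senexin B changed neither RNA past the threshold in any of the 13 comparisons with vehicle. Their values in single samples are in the plot of kinase RNA.

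**Figure D1:**
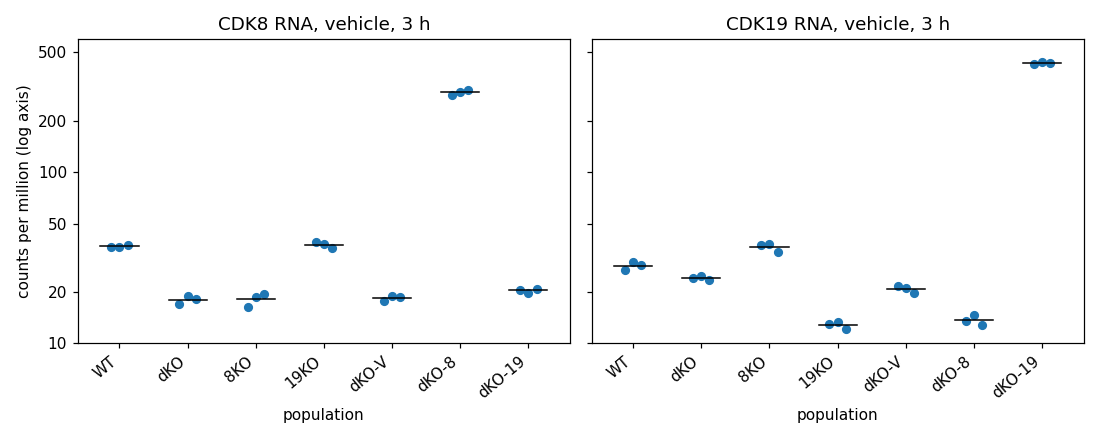
CDK8 and CDK19 RNA in CPM (log axis) in single samples, by group, with each point a sample and each bar the mean of 3. Over vehicle and Senexin B samples, CDK8 lay between 278 and 301 CPM in the 6 dKO-8 samples and CDK19 between 408 and 439 CPM in the 6 dKO-19 samples.

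Which genes need the kinases within hours was asked in WT cells after 3 h of Senexin B. MYC (chromosome 8, 127735434 to 127741434), a transcription factor of cell growth, changed by -2.36 ± 0.049 from 97.6 ± 3.5 CPM. ARC (chromosome 8, 142611044 to 142614472), an immediate early gene of cytoskeletal function, changed by -1.88 ± 0.11 and JUN (chromosome 1, 58780788 to 58784327), an AP-1 subunit, by -1.22 ± 0.037. Of 38 immediate early genes tested, 9 fell and 0 rose, 10 when adjusted over the list alone (median -0.27, adjusted p = 5.8e-46). They included FOS (-0.91 ± 0.20), EGR1 (-0.75 ± 0.096), ATF3 (-0.72 ± 0.054), TRIB1 (-0.70 ± 0.050), DUSP1 (-0.61 ± 0.056) and JUNB (-0.61 ± 0.092). Of 22 heat shock chaperones, 3 fell (median -0.070, adjusted p = 6.91e-28): HSPA1A (-1.44 ± 0.035), its near-identical paralog HSPA1B (-1.38 ± 0.035), whose reads are hard to tell apart, and HSPA1L (-0.86 ± 0.19). Of 17 BMP and TGFβ targets, 3 fell (median -0.21, adjusted p = 2.33e-16), namely the helix-loop-helix repressors ID4 (-0.90 ± 0.039) and ID2 (-0.82 ± 0.041), and JUNB. Of 28 sterol synthesis genes 3 fell (median -0.023, adjusted p = 5.72e-06): INSIG1 (-0.74 ± 0.031), IDI1 (-0.62 ± 0.031) and HMGCS1 (-0.59 ± 0.031). HEY1 (-0.64 ± 0.048) was the one Notch target that fell (median -0.19, adjusted p = 1.32e-09), and PMAIP1 (-0.99 ± 0.032), an inducer of apoptosis, the one p53 target (median -0.060, adjusted p = 9.15e-07).

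Outside the lists at 3 h, IRS4 (chromosome X, 108732482 to 108736409), an insulin receptor substrate, changed by -1.40 ± 0.029 from 494 ± 2.9 CPM. The overlapping transcripts RP6-24A23.7 (-1.46 ± 0.033), RP6-24A23.6 and RP6-24A23.8 fell too, so their reads are not independent of IRS4. Other genes that fell were the secreted protease ADAMTS1 (-1.39 ± 0.035), TXNIP (-1.35 ± 0.069), which restrains thioredoxin, FAM84A (-1.49 ± 0.091) and C10orf10 (-2.13 ± 0.22). ZCCHC12 (-0.66 ± 0.045) and the orphan receptor GPR50 (-0.64 ± 0.10) also fell, whereas CCND1, the cyclin of G1 phase, was at -0.46 ± 0.041. No member of the ribosome biogenesis list was called, but the list as a whole fell (median -0.092, adjusted p = 4.6e-09). The amino acid response list (median -0.059, adjusted p = 0.000799, or 0.0826 with an estimated correlation) and the Wnt targets (median -0.058, adjusted p = 0.00575, or 0.251 with an estimated correlation) likewise held no called gene. In all 73 genes were called, 7 higher and 66 lower, of 15594 tested, and 72 of them had no overlap between the groups. DESeq2 called 43, none of them higher, so the few higher genes (AC006128.2 at 0.74 ± 0.16 among them) rest on the test used. Of the fixed lists, members the study had also listed numbered 14 of 39 immediate early genes, 5 of 22 chaperones, 7 of 20 BMP and TGFβ targets and 5 of 14 Notch targets. They also numbered 5 of 28 sterol, 13 of 28 p53, 10 of 30 amino acid response, 27 of 45 matrix and 7 of 45 interferon-stimulated genes. For NFκB it was 2 of 21 and for Wnt 1 of 15 genes. For those members a direction is not independent evidence. The study drew its lists in part from these samples, and no list was tested again without such members. The p of a list that holds them is therefore not independent evidence either, at any time or in any population.

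After 5 h the early response had widened to 141 called genes, 38 higher and 103 lower. ARC changed by -2.62 ± 0.19, MYC by -2.00 ± 0.067 and NDRG1, a gene induced by stress and differentiation, by -1.72 ± 0.061. KCTD12 (-1.54 ± 0.038), an auxiliary subunit of GABA-B receptors, and ZNF711 (-1.36 ± 0.048), IRS4 (-1.38 ± 0.032), FAM84A (-1.45 ± 0.13) and the chemokine receptor CXCR4 (-1.29 ± 0.17) fell as well. Of 35 immediate early genes, 10 fell and 0 rose, 11 when adjusted over the list alone (median -0.23, adjusted p = 1.04e-17), with JUN at -1.06 ± 0.040, EGR1 at -0.78 ± 0.15 and NR4A2 at -0.81 ± 0.21. BMP and TGFβ targets fell in 5 of 17 cases (median -0.25, adjusted p = 1.24e-07), among them ID4 (-0.84 ± 0.047) and ID2 (-0.67 ± 0.056), and 3 of 22 chaperones fell (median -0.066, adjusted p = 8.6e-08). CCND1 (-0.71 ± 0.054) and NRARP (-0.74 ± 0.083) were the 2 Notch targets that fell (median -0.26, adjusted p = 1.31e-05, or 0.186 with an estimated correlation), and CCND1 and LGR5 (-0.73 ± 0.074) the 2 Wnt targets (median -0.036, adjusted p = 0.0101, or 0.273 with an estimated correlation). Of 28 sterol synthesis genes 2 were called higher, among them STARD4 (0.65 ± 0.046), and 0 lower (median 0.14, adjusted p = 1.45e-08, or 0.0519 with an estimated correlation), with HMGCS1 at -0.51 ± 0.029 and IDI1 at -0.35 ± 0.030, both below the fold threshold with an adjusted p under 0.05. Within ribosome biogenesis, which held no called gene, all 32 members had negative values (median -0.17, adjusted p = 2.08e-21), and of the amino acid response STC2 (-0.67 ± 0.054) fell (median -0.063, adjusted p = 0.000222, or 0.109 with an estimated correlation). Of the genes tested at both times, 39 were lower at 3 h and at 5 h, where 0.462 were expected by chance from separate libraries. DESeq2 called 60 genes, 11.7% of them higher against 27% in edgeR.

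By 24 h most called genes were higher: 348 against 69 lower. The excess lay past the fold threshold, since at an adjusted p under 0.05 and any fold 2952 were higher and 3133 lower. Of the 417 called genes, 180 had a mean of 2 CPM or more. ZCCHC12 (-2.35 ± 0.048) now had the largest decrease among called genes with a symbol, a mean of at least 2 CPM and no overlap between groups. ARC (-1.54 ± 0.088), the glutathione-degrading enzyme CHAC1 (-1.48 ± 0.12), MYC (-1.16 ± 0.034), TXNIP (-1.15 ± 0.057), NDRG1 (-1.06 ± 0.030), KCTD12 (-1.05 ± 0.024) and GPR50 (-1.0 ± 0.11) followed. Among the genes that rose were the inositol phosphatase INPP5D (1.52 ± 0.16), CLIP3 (1.31 ± 0.10), smooth muscle actin ACTA2 (1.07 ± 0.075), the lipid carrier APOE (1.05 ± 0.11), the secreted Wnt modulator DKK3 (1.04 ± 0.14), COL3A1 (1.02 ± 0.11) and OLFML3 (1.53 ± 0.25). Of 30 amino acid response genes, which serve amino acid import and synthesis, 7 fell and 0 rose (median -0.33, adjusted p = 7.73e-39), among them SLC7A11 (-0.92 ± 0.067), SLC7A5 (-0.77 ± 0.024) and ASNS (-0.66 ± 0.026). Of 42 matrix genes 7 rose (median 0.27, adjusted p = 1.5e-19), including EFEMP2 (0.92 ± 0.13), FBN1 (0.61 ± 0.048) and VCAN (0.60 ± 0.025). Of 28 p53 targets 3 rose (median 0.35, adjusted p = 7.58e-15, or 0.0819 with an estimated correlation): TP53INP1 (0.96 ± 0.078), SPATA18 (0.87 ± 0.072) and EDA2R (0.61 ± 0.067). HSPA1B (-0.87 ± 0.020) and HSPA1A (-0.75 ± 0.022) were the 2 chaperones that fell (median -0.24, adjusted p = 1.33e-31). Of 38 immediate early genes 3 fell and 1 rose (median -0.076, adjusted p = 0.00269, or 0.0710 with an estimated correlation), the last being SPRY4 (0.96 ± 0.28), an ERK pathway inhibitor. Interferon-stimulated genes rose in 5 of 37 cases, 6 when adjusted over the list alone (median 0.16, adjusted p = 0.00375, or 0.129 with an estimated correlation), among them PSMB8 (0.74 ± 0.29). Without a called gene, ribosome biogenesis (median -0.25, adjusted p = 2.16e-31) and the S and M phase genes (median -0.091, adjusted p = 1.12e-06) fell as lists. Of the sterol genes HMGCS1 (-0.73 ± 0.021) and IDI1 (-0.60 ± 0.024) fell, and the list itself was not called (adjusted p = 0.579, median -0.011, mean 0.033). DESeq2 called 223 genes against 417 in edgeR.

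After 3 days of Senexin B in WT cells, HAS2 (chromosome 8, 121612116 to 121641390), a hyaluronan synthase, was 2.27 ± 0.23 above vehicle, from 0.786 ± 0.18 CPM. INPP5D (1.98 ± 0.16), APOE (1.75 ± 0.11), COL3A1 (1.72 ± 0.13), OLFML3 (1.61 ± 0.20), ANXA1 (1.49 ± 0.15) and EHD2 (1.2 ± 0.16), which acts at caveolae, rose too. Of 42 matrix genes 15 rose and 0 fell, and all 42 had positive values (median 0.50, adjusted p = 1.75e-35), among them EFEMP2 (1.30 ± 0.17), COL12A1 (1.09 ± 0.11), FBN1 (0.85 ± 0.072) and MMP2 (0.80 ± 0.086). Of 28 p53 targets 10 rose and 0 fell (median 0.51, adjusted p = 1.74e-24, or 0.0651 with an estimated correlation), with SPATA18 at 1.34 ± 0.099, GDF15 at 1.11 ± 0.25, EDA2R at 1.04 ± 0.098 and the cell cycle inhibitor CDKN1A at 0.73 ± 0.065. Interferon-stimulated genes rose in 5 of 37 cases (median 0.21, adjusted p = 0.000409, or 0.0519 with an estimated correlation), for example IFI44 (1.41 ± 0.43) and BST2 (0.94 ± 0.13). Genes still lower were ZCCHC12 (-2.02 ± 0.074), ARC (-1.59 ± 0.12), MYC (-1.41 ± 0.049), GPR50 (-1.12 ± 0.14), HSPA1B (-1.04 ± 0.043), NDRG1 (-1.03 ± 0.050) and CCND1 (-0.73 ± 0.049). HMGCS1 (-0.90 ± 0.037) and IDI1 (-0.84 ± 0.041) fell among the sterol genes, 2 of which rose (median -0.043, adjusted p = 0.0417, or 0.245 with an estimated correlation). In the amino acid response 4 of 30 genes fell and 2 rose (median -0.19, adjusted p = 3.83e-11), and 2 of 22 chaperones fell (median -0.26, adjusted p = 3.46e-17). Ribosome biogenesis (median -0.26, adjusted p = 4.58e-22) fell as a list without a called gene, as did the S and M phase genes (median -0.095, adjusted p = 0.000156, or 0.117 with an estimated correlation). The test called 674 genes, 600 higher and 74 lower, and DESeq2 423. At any fold 2483 were higher and 2460 lower at an adjusted p under 0.05, and 386 of the 674 had a mean of 2 CPM or more.

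At 15 days 1272 genes were called, 1108 higher and 164 lower. At any fold 3740 were higher and 3762 lower at an adjusted p under 0.05, and 830 of the 1272 had a mean of 2 CPM or more. HAS2 reached 3.35 ± 0.22, APOE 2.21 ± 0.096 and EHD2 2.14 ± 0.16, and GIPC3 (2.22 ± 0.23), EPS8L2 (1.91 ± 0.16) and CPXM1 (1.80 ± 0.10) rose by more than 3-fold as well. Matrix genes rose in 27 of 42 cases and fell in 0 (median 0.70, adjusted p = 2.89e-46), with COL3A1 at 1.75 ± 0.11, COL6A2 at 1.42 ± 0.044 and MMP2 at 1.25 ± 0.081. Interferon-stimulated genes rose in 15 of 36 cases (median 0.52, adjusted p = 5.96e-07), among them IFITM3 (0.85 ± 0.061) and UBE2L6 (1.49 ± 0.11), with PARP10 at 1.57 ± 0.19 and PSMB8 at 1.63 ± 0.30. The 10 p53 targets that rose of 28 (median 0.42, adjusted p = 2.3e-14) included SPATA18 (1.33 ± 0.091), GLS2 (1.07 ± 0.19) and the death receptor FAS (0.87 ± 0.063). The ETS factors ETV4 (1.65 ± 0.27) and ETV5 (0.90 ± 0.19) and FOSL1 (1.17 ± 0.17) were among 6 immediate early genes that rose, whereas MYC (-1.12 ± 0.041), ARC (-1.46 ± 0.12) and JUN (-0.78 ± 0.029) were among 4 that fell, and the list was not called (adjusted p = 0.223). ZCCHC12 (-1.95 ± 0.066), CCND1 (-1.28 ± 0.049) and the leucine transporter SLC7A5 (-1.07 ± 0.032) also fell. In the amino acid response 6 of 30 genes fell and 1, ALDH1L2 (1.08 ± 0.17), rose (median -0.28, adjusted p = 7.1e-16). Of 22 chaperones 5 fell (median -0.28, adjusted p = 1.9e-20), and RRP12 (-0.61 ± 0.037) was the first called member of the ribosome biogenesis list (median -0.37, adjusted p = 1.1e-28). The S and M phase genes fell as a list (median -0.14, adjusted p = 2.24e-06). Of 8 tested markers of other cultured lines 3 rose (median 0.23, adjusted p = 0.0246, or 0.155 with an estimated correlation): KRT8 (0.76 ± 0.039), FLT3 (0.88 ± 0.12) and TMPRSS2 (1.64 ± 0.39). TM7SF2 (0.73 ± 0.049) was among the 28 sterol genes and rose (median 0.063, adjusted p = 0.0333, or 0.143 with an estimated correlation). DESeq2 called 972 genes.

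**Figure D2:**
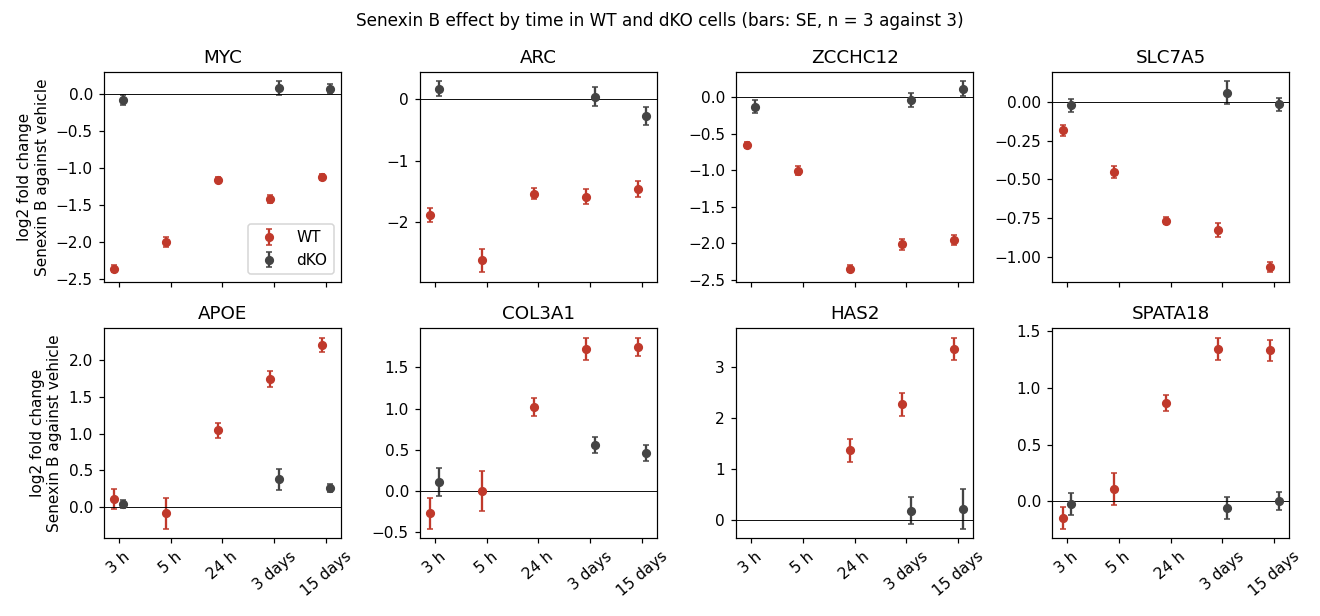
Log2 fold change with Senexin B (vertical axis) at 5 times (horizontal axis, not to scale), 3 libraries against 3, with error bars of 1 SE. In WT cells MYC went from -2.36 at 3 h to -1.12 at 15 days, while HAS2 reached 3.35 and APOE 2.21 at 15 days.

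The genes called lower at all 5 times in WT cells numbered 11: ARC, GPR50, HSPA1A, HSPA1B, ID4, JUN, KCTD12, MYC, NDRG1, TXNIP and ZCCHC12. At 24 h, 3 days and 15 days alike, 169 genes were higher. Of the 633 genes called at 3 days and tested at 15 days, 97.0% had the same sign at 15 days (95% exact binomial interval 95.4 to 98.2; genes are not independent replicates), against 59.0% of 605 at 3 h. Whether the effect itself differed between 3 days and 3 h was tested directly, and 372 genes were called for the difference, 347 with a more positive and 25 with a more negative effect at 3 days. Of these, 270 were called at 3 days and 22 at 3 h. MYC was less reduced at 3 days (difference 0.94 ± 0.068), as was PMAIP1 (0.74 ± 0.053), and CDKN1A (1.05 ± 0.090), BTG2 (1.0 ± 0.085) and TRIB1 (1.0 ± 0.068) went from negative to positive values. ZCCHC12 (-1.36 ± 0.087) and SLC7A5 (-0.65 ± 0.058) were more reduced at 3 days. The corepressor SPEN (1.24 ± 0.045), the stress-response gene TSC22D3 (1.62 ± 0.072) and IRS4 (0.90 ± 0.043), picked after their values were seen, had the smallest adjusted p. DESeq2 called 246 genes for this difference.

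Whether Senexin B acts through the kinases was asked in dKO cells. After 3 h TXNIP (chromosome 1, 145992435 to 145996600) was the one gene called, at -0.81 ± 0.096 against -1.35 ± 0.069 in WT, and edgeR and DESeq2 each called 1 gene, so it is named although the count is small. MYC stood at -0.077 ± 0.065, JUN at 0.0056 ± 0.037, ARC at 0.17 ± 0.12, EGR1 at -0.0088 ± 0.081 and CCND1 at -0.14 ± 0.081 in dKO cells, none of them called. HSPA1A (-0.34 ± 0.034) and HSPA1B (-0.23 ± 0.030) had an adjusted p under 0.05 in edgeR but a fold change under 1.5, and were picked after their values were seen. No gene of the 17 lists passed, and the sterol list (median -0.068, adjusted p = 4.32e-10) and the chaperones (median -0.051, adjusted p = 3.92e-13, or 0.144 with an estimated correlation) fell as lists. Without dKO vehicle replicate 2, 6 genes were called. The WT and dKO effects were compared gene by gene: 45 genes were called for the difference, 44 of them less reduced or more positive in dKO and 1, AC006128.2, the other way. MYC (2.27 ± 0.081), ARC (2.05 ± 0.16), JUN (1.22 ± 0.054), HSPA1B (1.15 ± 0.048), HSPA1A (1.1 ± 0.051), PMAIP1 (0.95 ± 0.046), INSIG1 (0.65 ± 0.045), ID4 (0.80 ± 0.058) and ID2 (0.79 ± 0.064) differed between the populations, and 40 of the 45 were called in WT alone. IRS4 (1.33 ± 0.043), which had the smallest adjusted p, ADAMTS1 (1.32 ± 0.054) and ZNF711 (1.22 ± 0.055) differed as well. TXNIP was not among the 45.

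Longer treatment of dKO cells gave few calls. At 3 days edgeR called 0 of 18078 genes, with 1384 at an unadjusted p under 0.05, and DESeq2 called 1. COL3A1 stood at 0.56 ± 0.094, APOE at 0.38 ± 0.14, ZCCHC12 at -0.040 ± 0.10 and MYC at 0.085 ± 0.090. As lists, the matrix genes rose (median 0.15, adjusted p = 3.36e-09, or 0.191 with an estimated correlation), and the S and M phase genes (median -0.084, adjusted p = 3.69e-06), chaperones (median -0.11, adjusted p = 4.61e-06, or 0.0620 with an estimated correlation), sterol genes (median -0.10, adjusted p = 1.53e-05), ribosome biogenesis genes (median -0.093, adjusted p = 4.01e-05, or 0.130 with an estimated correlation) and housekeeping genes (median -0.063, adjusted p = 0.0228, or 0.158 with an estimated correlation) fell, each without a called gene. Vehicle replicate 3 of this group stood apart, and without it 40 genes were called, 32 higher and 8 lower. Fold changes followed transcript GC content with a Spearman's rho of 0.368 across genes, and 20 genes were called once each library's GC trend was removed. At 15 days 15 genes were called, 13 higher and 2 lower, with 1861 at an unadjusted p under 0.05 in edgeR, and DESeq2 called 0, with 782. PLPPR3 (0.64 ± 0.13), the collagen COL17A1 (0.62 ± 0.13), ZNF467 (0.73 ± 0.18) and TSHZ2 (0.69 ± 0.19) rose and the histone chaperone NAP1L3 (-0.82 ± 0.22) fell. No list member was called, while the S and M phase genes (median -0.038, adjusted p = 9.22e-10, or 0.0549 with an estimated correlation), chaperones (median -0.060, adjusted p = 6.43e-07), ribosome biogenesis genes (median -0.029, adjusted p = 0.000764, or 0.295 with an estimated correlation) and BMP and TGFβ targets (median -0.071, adjusted p = 0.00375, or 0.0878 with an estimated correlation) fell and the matrix (median 0.087, adjusted p = 3.26e-07, or 0.133 with an estimated correlation), Notch (median 0.062, adjusted p = 0.00787, or 0.419 with an estimated correlation) and sterol genes (median 0.024, adjusted p = 0.00820, or 0.119 with an estimated correlation) rose as lists. The count was 8 without vehicle replicate 2 and 4 without vehicle replicate 3. The effects at 15 days differed between dKO and WT for 877 genes, 752 more negative in dKO, and 714 of them were called in WT and 6 in dKO. COL6A2 (-1.26 ± 0.060), COL4A5 (-0.80 ± 0.053), LAMB2 (-0.71 ± 0.055), NOTCH3 (-0.87 ± 0.056) and KRT8 (-0.64 ± 0.049) had lower effects in dKO than in WT cells, and ZCCHC12 (2.08 ± 0.12), CCND1 (1.78 ± 0.11), MYC (1.21 ± 0.073), SLC7A5 (1.06 ± 0.052), HSPA1B (0.89 ± 0.036) and JUN (0.77 ± 0.043) higher ones.

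Whether one kinase is enough for the 3 h response was asked in the single knockouts. In 8KO cells 79 genes were called, 13 higher and 66 lower: MYC changed by -2.00 ± 0.049, CXCR4 by -1.44 ± 0.13, IRS4 by -1.28 ± 0.024, HSPA1A by -1.26 ± 0.025, HSPA1B by -1.26 ± 0.023, JUN by -1.25 ± 0.028 and TXNIP by -1.17 ± 0.068. Of 37 immediate early genes 6 fell (median -0.27, adjusted p = 9.65e-41), with ARC at -1.08 ± 0.14 and EGR1 at -0.84 ± 0.086. Chaperones fell in 3 of 22 (median -0.027, adjusted p = 2.66e-31) and BMP and TGFβ targets in 3 of 18 cases (median -0.22, adjusted p = 2.95e-17), the latter being ID4 (-0.89 ± 0.033), ID2 (-0.68 ± 0.036) and NOV (-0.71 ± 0.10). INSIG1 (-0.64 ± 0.025) was the one sterol gene that fell (median -0.014, adjusted p = 0.000273, or 0.0519 with an estimated correlation), PMAIP1 (-0.78 ± 0.024) the one p53 target (median -0.029, adjusted p = 0.000446, or 0.0569 with an estimated correlation) and DKK1 (-0.66 ± 0.18) the one Wnt target (median -0.042, adjusted p = 0.00931, or 0.117 with an estimated correlation). As lists without a called gene, the Notch targets (median -0.15, adjusted p = 7.67e-11), ribosome biogenesis (median -0.094, adjusted p = 2.73e-10) and amino acid response (median -0.015, adjusted p = 0.00897, or 0.0972 with an estimated correlation) fell and the kinase module of Mediator rose (median 0.11, adjusted p = 0.0200, or 0.193 with an estimated correlation). Fold changes in 8KO cells followed GC content with a rho of -0.339 across genes. In 19KO cells 67 genes were called, 5 higher and 62 lower, with MYC at -2.41 ± 0.053, ARC at -2.00 ± 0.13, IRS4 at -1.47 ± 0.028, ADAMTS1 at -1.43 ± 0.034, HSPA1A at -1.38 ± 0.033, JUN at -1.33 ± 0.036, ZNF711 at -1.32 ± 0.034 and TXNIP at -1.31 ± 0.076. Immediate early genes fell in 9 of 36 (median -0.28, adjusted p = 1.38e-43), BMP and TGFβ targets in 5 of 17 (median -0.27, adjusted p = 7.97e-14) and Notch targets in 2 of 12 cases (median -0.17, adjusted p = 4.13e-09, or 0.0788 with an estimated correlation), with EGR1 at -0.92 ± 0.092, ID4 at -0.97 ± 0.038, ID2 at -0.89 ± 0.043 and HEY1 at -0.64 ± 0.054. In the same cells 2 of 22 chaperones fell, 3 when adjusted over the list alone (median -0.059, adjusted p = 2.73e-24), and ATOH8 (0.66 ± 0.17) was the BMP target that rose. PMAIP1 (-0.96 ± 0.030) was the p53 target that fell (median -0.024, adjusted p = 0.000292, or 0.0739 with an estimated correlation). Of the sterol list INSIG1 (-0.69 ± 0.029) fell, 2 genes when adjusted over the list alone (median 0.012, adjusted p = 0.000139, or 0.106 with an estimated correlation), with a positive median although the mean (-0.019) and the test were negative. Ribosome biogenesis (median -0.079, adjusted p = 1.06e-06), the amino acid response (median -0.032, adjusted p = 0.00610, or 0.0878 with an estimated correlation) and Wnt targets (median -0.057, adjusted p = 0.0109, or 0.175 with an estimated correlation), where 1 gene passed when adjusted over the list alone, fell and S and M phase genes (median 0.051, adjusted p = 0.0144, or 0.232 with an estimated correlation) rose.

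Against the WT effect, 3 genes were called for a difference in 8KO cells, all of which are named although picked after their values were seen. ARC was less reduced (0.81 ± 0.19), AB019441.29 differed by 1.54 ± 0.32 and DISP2 by -1.28 ± 0.28. At any fold 37 genes had an adjusted p under 0.05 for this difference, and IDI1 (0.50 ± 0.040), MYC (0.36 ± 0.071) and HMGCS1 (0.25 ± 0.041) were among them with weaker effects in 8KO than in WT cells. The unadjusted p was under 0.05 for 1627 genes in edgeR, and DESeq2 called 0, with 841. This count was 7 without WT vehicle replicate 3, 3 without 8KO vehicle replicate 3 or WT vehicle replicate 1 or 2, 0 without 8KO Senexin B replicate 3 or WT Senexin B replicate 1 or 2, and 1 without any other single library. In 19KO cells edgeR called 0 genes for a difference from WT, with 533 at an unadjusted p under 0.05, and DESeq2 0; without WT vehicle replicate 3 edgeR called 1. The difference for MYC was -0.056 ± 0.076 and for ARC -0.12 ± 0.18. DESeq2 called 40 genes in 8KO cells, 2.5% of them higher against 16.5% in edgeR, and 48 in 19KO cells.

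Whether returning one kinase to dKO cells restores the response was asked next. In dKO-V cells edgeR called 0 genes after 3 h, with 1552 at an unadjusted p under 0.05, and DESeq2 0; 20 passed the adjusted p at any fold, and MYC stood at 0.0037 ± 0.055, JUN at 0.084 ± 0.036 and ARC at 0.081 ± 0.084. Fold changes there followed GC content with a rho of 0.360 across genes and 2 genes were called without each library's GC trend, while 2 were called without vehicle replicate 1 and 1 without any other single library except Senexin B replicate 1, which gave 0. As lists, chaperones (median -0.054, adjusted p = 2.11e-16), ribosome biogenesis (median -0.041, adjusted p = 3.47e-05), sterol (median -0.056, adjusted p = 1.67e-06, or 0.0788 with an estimated correlation) and S and M phase genes (median -0.036, adjusted p = 1.45e-05, or 0.0673 with an estimated correlation) fell and matrix genes (median 0.038, adjusted p = 0.000854, or 0.205 with an estimated correlation) and NFκB targets (median 0.067, adjusted p = 0.0417, or 0.173 with an estimated correlation) rose, with no member called. In dKO-8 cells 71 genes were called, 19 higher and 52 lower: MYC changed by -2.08 ± 0.045, ARC by -1.58 ± 0.077, HSPA1A by -1.55 ± 0.031, HSPA1B by -1.37 ± 0.027, FAM84A by -1.24 ± 0.088, IRS4 by -1.21 ± 0.029 and TXNIP by -1.18 ± 0.070. The 6 immediate early genes that fell of 38 (median -0.29, adjusted p = 8.31e-51) included JUN (-1.17 ± 0.029) and EGR1 (-0.75 ± 0.071). Chaperones fell in 2 of 22 (median -0.079, adjusted p = 3.24e-53) and BMP and TGFβ targets in 3 of 17 cases (median -0.17, adjusted p = 7.8e-10), with ID4 at -0.81 ± 0.039, and PMAIP1 (-0.63 ± 0.031) was the p53 target that fell (median -0.038, adjusted p = 0.00700, or 0.245 with an estimated correlation). Notch (median -0.19, adjusted p = 2.28e-10), ribosome biogenesis (median -0.073, adjusted p = 3.62e-07), sterol (median -0.016, adjusted p = 0.00530, or 0.191 with an estimated correlation), Wnt (median -0.10, adjusted p = 0.0102, or 0.117 with an estimated correlation) and housekeeping genes (median -0.030, adjusted p = 0.0459, or 0.176 with an estimated correlation) fell and S and M phase genes (median 0.035, adjusted p = 0.0211, or 0.338 with an estimated correlation) rose as lists without a called gene. In dKO-19 cells 55 genes were called, 8 higher and 47 lower, with MYC at -1.89 ± 0.046, HSPA1A at -1.30 ± 0.034, IRS4 at -1.24 ± 0.029, TXNIP at -1.21 ± 0.067, ARC at -1.13 ± 0.069, JUN at -1.07 ± 0.032, NDRG1 at -0.98 ± 0.039 and GPR50 at -0.66 ± 0.050. Immediate early genes fell in 6 of 39 (median -0.27, adjusted p = 2.55e-56), chaperones in 2 of 22 (median -0.085, adjusted p = 8.3e-29) and BMP and TGFβ targets in 3 of 17 cases (median -0.25, adjusted p = 1.81e-15), with ID2 at -0.70 ± 0.041. As in dKO-8 cells, PMAIP1 (-0.62 ± 0.032) fell (median -0.041, adjusted p = 0.000968, or 0.0776 with an estimated correlation), and Notch (median -0.097, adjusted p = 2.68e-11), ribosome biogenesis (median -0.091, adjusted p = 7.78e-10), sterol (median -0.020, adjusted p = 0.000203, or 0.0639 with an estimated correlation), Wnt (median -0.086, adjusted p = 0.0305, or 0.231 with an estimated correlation), housekeeping (median -0.070, adjusted p = 0.000956, or 0.0819 with an estimated correlation) and amino acid response genes (median -0.027, adjusted p = 0.0391, or 0.286 with an estimated correlation) fell as lists, whereas the kinase module rose (median 0.15, adjusted p = 0.00308, or 0.271 with an estimated correlation).

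The effect in dKO-8 cells differed from that in dKO-V cells for 52 genes, 46 of them more negative, and the effect in dKO-19 cells for 43, 37 of them more negative. For dKO-8 the difference was -2.09 ± 0.072 for MYC, -1.66 ± 0.11 for ARC, -1.26 ± 0.048 for JUN and -1.2 ± 0.039 for HSPA1B, and for dKO-19 it was -1.89 ± 0.074 for MYC, -1.21 ± 0.11 for ARC, -1.15 ± 0.049 for JUN and -0.82 ± 0.098 for EGR1. IRS4 (-1.29 ± 0.039 and -1.32 ± 0.040) had the smallest adjusted p in both and was picked for that. DESeq2 called 29 and 27 genes for these differences, and 30 and 27 for the effects themselves, none of the last higher. In the 5 populations with at least one kinase, 25 genes were lower in all and 0 higher in all; besides IRS4 and the RP6-24A23 transcripts that overlap it they included ADAMTS1, ARC, ARRDC4, C10orf10, C11orf96, CXCR4, EGR1, FAM84A, HSPA1A, HSPA1B, ID2, ID4, JUN, KCTD12, MYC, NDRG1, PMAIP1, SHISA2, TXNIP and ZNF711. Of the WT genes of 3 h, the share with the same sign was 93.2% of 73 in 8KO, 98.5% of 66 in 19KO, 95.6% of 68 in dKO-8 and 97.1% of 69 in dKO-19 cells. In dKO cells it was 69.1% of 68 (95% interval 56.7 to 79.8), with a median ratio of the dKO to the WT fold change of 0.054.

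The dKO clone was compared with WT cells in vehicle samples, where loss of the kinases and clonal differences cannot be told apart. At 3 h 2056 genes were called (1350 higher, 706 lower) and at 15 days 1946 (1266 higher, 680 lower). APOE (chromosome 19, 44905754 to 44909393) rose by 3.32 ± 0.092 at 3 h and 2.98 ± 0.081 at 15 days, and MYOF (3.06 ± 0.071), a membrane repair protein, MMP14 (2.75 ± 0.14), a membrane-bound matrix protease, CD70 (3.26 ± 0.24), COL17A1 (3.68 ± 0.25), EHD2 (2.21 ± 0.17) and the granzyme inhibitor SERPINB9 (3.00 ± 0.26) rose with it. The pseudogene RPL12P14 had the largest increase at 3 h (4.16 ± 0.28) among called genes within the naming rule's limits, but its reads may belong to its parent or other copies. ALDH1A1 (4.20 ± 0.27), which makes retinoic acid, led at 15 days within the same limits. Genes that fell at 3 h included the heavy neurofilament NEFH (-3.51 ± 0.15), the meiotic cohesin REC8 (-3.24 ± 0.17), the transcription factor SOX11 (-2.81 ± 0.065), ESRRB (-2.68 ± 0.18), ZCCHC12 (-2.57 ± 0.066), the actin bundler FSCN1 (-2.42 ± 0.055), CCND1 (-2.36 ± 0.059), MYC (-1.79 ± 0.055), JUN (-0.91 ± 0.044) and ARC (-0.91 ± 0.11). Of 28 sterol genes 8 fell and 0 rose (median -0.23, adjusted p = 5.93e-10), among them IDI1 (-1.15 ± 0.040) and HMGCS1 (-1.12 ± 0.040). Ribosome biogenesis genes fell in 5 of 32 (median -0.27, adjusted p = 2.94e-09) and chaperones in 3 of 22 cases (median -0.21, adjusted p = 7.82e-06, or 0.166 with an estimated correlation). Interferon-stimulated genes rose in 12 of 36 and fell in 0 (median 0.30, adjusted p = 0.000588, or 0.0672 with an estimated correlation), such as PARP10 (1.61 ± 0.21), IFI35 (1.51 ± 0.15) and IFIT2 (1.47 ± 0.36). Matrix genes rose in 8 and fell in 3 of 42 (median 0.18, adjusted p = 0.000296, or 0.232 with an estimated correlation) and p53 targets rose in 8 and fell in 1 of 28 cases (median 0.29, adjusted p = 0.000518, or 0.0574 with an estimated correlation), with COL6A2 at 1.42 ± 0.055, TP53INP1 at 1.38 ± 0.10 and FAS at 0.98 ± 0.073. Of 37 immediate early genes 11 rose and 4 fell and the list was not called (adjusted p = 0.701, median 0.23): ETV4 (1.73 ± 0.17), ETV5 (1.24 ± 0.090) and KLF2 (1.36 ± 0.29) were higher. Wnt (median -0.19, adjusted p = 0.00415, or 0.0949 with an estimated correlation), Notch (median -0.13, adjusted p = 0.0125, or 0.231 with an estimated correlation) and amino acid response genes (median -0.14, adjusted p = 0.00559, or 0.154 with an estimated correlation) fell as lists, with SLC7A5 at -1.2 ± 0.047 and NRARP at -1.06 ± 0.071, while 3 of 8 markers of other lines rose (median 0.38, adjusted p = 0.00942, or 0.141 with an estimated correlation), among them KRT8 (0.81 ± 0.042) and TMPRSS2 (2.39 ± 0.52). Of 26 core Mediator genes, MED30 (0.72 ± 0.091) rose and MED28 (-0.61 ± 0.049) fell and the list was not called (adjusted p = 0.686); MED12 (0.42 ± 0.052), MED14 (0.47 ± 0.041) and CCNC (-0.17 ± 0.052) were not.

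At 15 days the lists called had the directions they had at 3 h. Sterol genes fell in 8 of 28 (median -0.22, adjusted p = 7.01e-13), ribosome biogenesis genes in 3 of 32 (median -0.31, adjusted p = 2.96e-14), chaperones in 3 of 22 (median -0.22, adjusted p = 1.46e-08, or 0.0672 with an estimated correlation) and amino acid response genes in 4 of 30 cases, with 2 higher (median -0.24, adjusted p = 7.82e-06, or 0.119 with an estimated correlation). Matrix genes rose in 16 and fell in 2 of 42 (median 0.19, adjusted p = 6.56e-06, or 0.164 with an estimated correlation), p53 targets rose in 11 and fell in 1 of 28 (median 0.39, adjusted p = 7.3e-09, or 0.0564 with an estimated correlation), interferon-stimulated genes rose in 11 of 36 (median 0.27, adjusted p = 0.000940, or 0.0646 with an estimated correlation) and markers of other lines in 4 of 8 cases (median 0.52, adjusted p = 0.00261, or 0.119 with an estimated correlation), while 2 Wnt targets fell and 1 rose of 14 (median -0.33, adjusted p = 0.0252, or 0.147 with an estimated correlation). CCND1 stood at -3.10 ± 0.061, GDF15 at 1.48 ± 0.25, SPRY4 at 2.15 ± 0.26 and TNFAIP2 at -2.16 ± 0.43. Of the 1847 genes called at 15 days and tested at 3 h, 97.8% had the same sign, a share computed after the values were seen, and 843 genes were higher and 450 lower at both times. Of the WT genes changed by Senexin B, 86.6% of 598 called at 3 days had the same sign in dKO against WT cells at 3 h, and 79.2% of 72 called at 3 h had it at 15 days.

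The single-knockout clones were compared with WT cells too, and here as well loss of a kinase and clonal differences cannot be told apart. In 8KO against WT vehicle cells 1328 genes were called, 631 higher and 697 lower. MAOA, a monoamine oxidase, rose by 5.59 ± 0.15 from 0.521 ± 0.12 to 26.6 ± 2.6 CPM, and LRRC15 (3.33 ± 0.23), TRANK1 (3.05 ± 0.18), OLFM1 (2.16 ± 0.099), ETV4 (2.06 ± 0.15) and MYOF (2.01 ± 0.074) rose too. FBXL7 (from 8.60 ± 0.26 to 0.0239 ± 0.041 CPM) and EPHA6 (from 3.99 ± 0.17 to 0.0160 ± 0.028 CPM) were nearly lost, so no fold is given, and PCDH17 (-5.01 ± 0.30), NEFH (-4.19 ± 0.14), PCDH10 (-2.31 ± 0.095) and the endothelin receptor EDNRB (-2.26 ± 0.18) fell. Sterol genes fell in 6 of 28 (median -0.31, adjusted p = 2.32e-18), with IDI1 at -1.01 ± 0.035 and SREBF2 at -0.74 ± 0.037, and amino acid response genes in 8 of 30 cases, with 1 higher (median -0.32, adjusted p = 2.15e-15), among them ATF4 (-0.89 ± 0.034), SLC7A11 (-1.41 ± 0.090) and CHAC1 (-1.41 ± 0.19). Immediate early genes rose in 7 and fell in 2 of 38 cases (median 0.16, adjusted p = 0.0211, or 0.231 with an estimated correlation): ETV5 (1.53 ± 0.078), SPRY4 (1.93 ± 0.15) and the ERK phosphatase DUSP6 (1.76 ± 0.22) rose, and ARC (-1.49 ± 0.11) and MYC (-0.63 ± 0.043) fell. MCM5 (-0.80 ± 0.033) and CDC45 (-0.77 ± 0.039) fell of 35 S and M phase genes (median -0.17, adjusted p = 8.47e-07, or 0.105 with an estimated correlation), and PES1 (-0.69 ± 0.037) of 32 ribosome biogenesis genes (median -0.089, adjusted p = 0.0120, or 0.105 with an estimated correlation). APOE (0.98 ± 0.12) and EHD2 (1.51 ± 0.18) rose, ZCCHC12 (-1.26 ± 0.050) fell, and JUN was at -0.096 ± 0.038. In 19KO against WT cells 267 genes were called, 118 higher and 149 lower, and DESeq2 called 141. REC8 (-3.43 ± 0.19), CPXM1 (-3.41 ± 0.20), CCBE1 (-3.07 ± 0.21), the pyroptosis effector GSDMD (-2.40 ± 0.22), AMOT (-1.90 ± 0.066) and PAX7 (-1.69 ± 0.23) fell, and PTGER3 (1.48 ± 0.17), PDE3A (1.36 ± 0.14), MMP14 (1.25 ± 0.18) and ZCCHC12 (0.61 ± 0.046) rose. MYC (0.13 ± 0.045), JUN (-0.028 ± 0.040), CCND1 (0.11 ± 0.046) and APOE (0.014 ± 0.15) were not called, whereas EGR1 (0.70 ± 0.088) and COL3A1 (0.81 ± 0.18) rose. Matrix genes fell in 4 and rose in 2 of 41 (median -0.12, adjusted p = 1.02e-07, or 0.135 with an estimated correlation), TP53INP1 (0.60 ± 0.13) was the one p53 target that rose (median 0.047, adjusted p = 0.00200, or 0.0890 with an estimated correlation), HSPA1L (-0.65 ± 0.22) the one chaperone that fell (median -0.038, adjusted p = 0.00346, or 0.0824 with an estimated correlation), and KRT8 (-0.72 ± 0.045) a marker of other lines that fell (median -0.18, adjusted p = 0.0403, or 0.176 with an estimated correlation); the amino acid response rose with no called gene (median 0.13, adjusted p = 1.36e-06, or 0.0519 with an estimated correlation).

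What each kinase does on its own was asked with vehicle samples of the re-expressing cells against dKO-V. In dKO-8 cells 913 genes were called, 303 higher and 610 lower. CDK8 itself rose by 4.03 ± 0.047, and GPR50 (chromosome X, 151176653 to 151181465) by 2.93 ± 0.061, ZCCHC12 (chromosome X, 118823790 to 118826968) by 2.24 ± 0.054, CCND1 (chromosome 11, 69641087 to 69654474) by 2.15 ± 0.053 and MYC by 1.95 ± 0.048. Of 30 amino acid response genes 17 rose and 0 fell (median 0.63, adjusted p = 1.2e-77), with SLC7A11 at 2.02 ± 0.073, CHAC1 at 2.00 ± 0.13, SLC7A5 at 1.44 ± 0.035 and ASNS at 1.21 ± 0.033. Of 42 matrix genes 19 fell and 0 rose (median -0.55, adjusted p = 6.45e-34), with COL6A2 at -1.42 ± 0.046, COL12A1 at -1.27 ± 0.13 and TNC at -1.1 ± 0.072. APOE (-2.47 ± 0.088), EHD2 (-2.29 ± 0.16) and MYOF (-2.20 ± 0.060) fell as well. Immediate early genes went both ways, 6 higher and 8 lower of 39 (median -0.0039, adjusted p = 0.00316, or 0.166 with an estimated correlation), with a mean of 0.0013: JUN (1.42 ± 0.035), ARC (1.38 ± 0.075) and ATF3 (1.28 ± 0.054) rose and ETV4 (-1.82 ± 0.18), SPRY4 (-1.30 ± 0.19) and ETV5 (-1.28 ± 0.093) fell. HSPA1B (0.92 ± 0.029) and HSPA1A (0.65 ± 0.034) rose of 22 chaperones (median -0.0032, adjusted p = 0.00534, or 0.208 with an estimated correlation), a list with a mean of 0.076. Ribosome biogenesis genes rose as a list without a called gene (median 0.19, adjusted p = 3.36e-09), and 7 of 36 interferon-stimulated genes fell (median -0.18, adjusted p = 0.0242, or 0.12 with an estimated correlation), BST2 (-1.49 ± 0.15) the most. In dKO-19 cells 762 genes were called, 236 higher and 526 lower: CDK19 rose by 4.42 ± 0.041, ZCCHC12 by 2.50 ± 0.052, GPR50 by 2.28 ± 0.064, CCND1 by 2.00 ± 0.052, MYC by 1.72 ± 0.047 and ARC by 1.66 ± 0.071, and EHD2 (-1.98 ± 0.15), COL17A1 (-1.90 ± 0.21), APOE (-1.79 ± 0.074), IGFBP7 (-1.60 ± 0.12) and BST2 (-1.53 ± 0.15) fell. Matrix genes fell in 21 of 42 (median -0.58, adjusted p = 1.2e-35), amino acid response genes rose in 11 of 30 (median 0.36, adjusted p = 1.2e-33) and immediate early genes in 8 of 39 cases (median 0.078, adjusted p = 6.62e-09), while ribosome biogenesis genes rose as a list (median 0.26, adjusted p = 1.68e-20). HSPA1B (0.75 ± 0.043) rose of the chaperones (median 0.10, adjusted p = 3.92e-08), TP53INP1 (-0.77 ± 0.096) and SPATA18 (-0.70 ± 0.10) fell of the p53 targets (median -0.24, adjusted p = 0.000153), and 3 BMP and TGFβ targets rose and 2 fell (median 0.24, adjusted p = 0.00382, or 0.119 with an estimated correlation). The Wnt (median 0.028, adjusted p = 0.0311, or 0.157 with an estimated correlation) and Notch targets (median 0.082, adjusted p = 0.0346, or 0.245 with an estimated correlation) rose, CCND1 being in both.

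Cells with CDK8 and cells with CDK19 were also compared directly. The count was 93 genes with the kinases included, 43 higher and 50 lower in dKO-8, and DESeq2 called 25. Rose and fell below mean higher and lower in dKO-8 than in dKO-19 cells. Against dKO-V, the amino acid response and the gene HSPA1B rose in both. CDK8 RNA stood at 292 ± 10 CPM in dKO-8 and CDK19 RNA at 434 ± 4.5 CPM in dKO-19 cells. Kinase and expression level therefore cannot be told apart here. The paper found both kinases alike in the direction of their effects, with CDK19 weaker. SLC7A11 (0.82 ± 0.058), ALDH1L2 (0.77 ± 0.10), GDF15 (0.87 ± 0.22) and GPR50 (0.65 ± 0.045) were higher with CDK8, and ETV4 (-1.55 ± 0.19), ETV5 (-1.01 ± 0.096), SPRY4 (-1.0 ± 0.21), MYOF (-1.19 ± 0.068), THBS1 (-1.26 ± 0.23) and APOE (-0.67 ± 0.11) were lower. The amino acid response rose with CDK8, with 3 of 30 genes called (median 0.26, adjusted p = 3.5e-47), and the immediate early genes fell, with 5 of 39 called and 6 when adjusted over the list alone (median -0.16, adjusted p = 2.35e-05, or 0.0776 with an estimated correlation). BMP and TGFβ targets fell, with CTGF called (-0.62 ± 0.10) (median -0.18, adjusted p = 2.78e-06), p53 targets rose, with GDF15 called (median 0.075, adjusted p = 0.000446, or 0.122 with an estimated correlation), and sterol genes (median 0.073, adjusted p = 1.77e-05) rose and chaperones (median -0.12, adjusted p = 5.37e-07, or 0.0776 with an estimated correlation) and ribosome biogenesis genes (median -0.068, adjusted p = 8.24e-07, or 0.0819 with an estimated correlation) fell with none called. MYC (0.24 ± 0.037), JUN (0.23 ± 0.029) and CCND1 (0.15 ± 0.041) were not called.

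**Figure D3:**
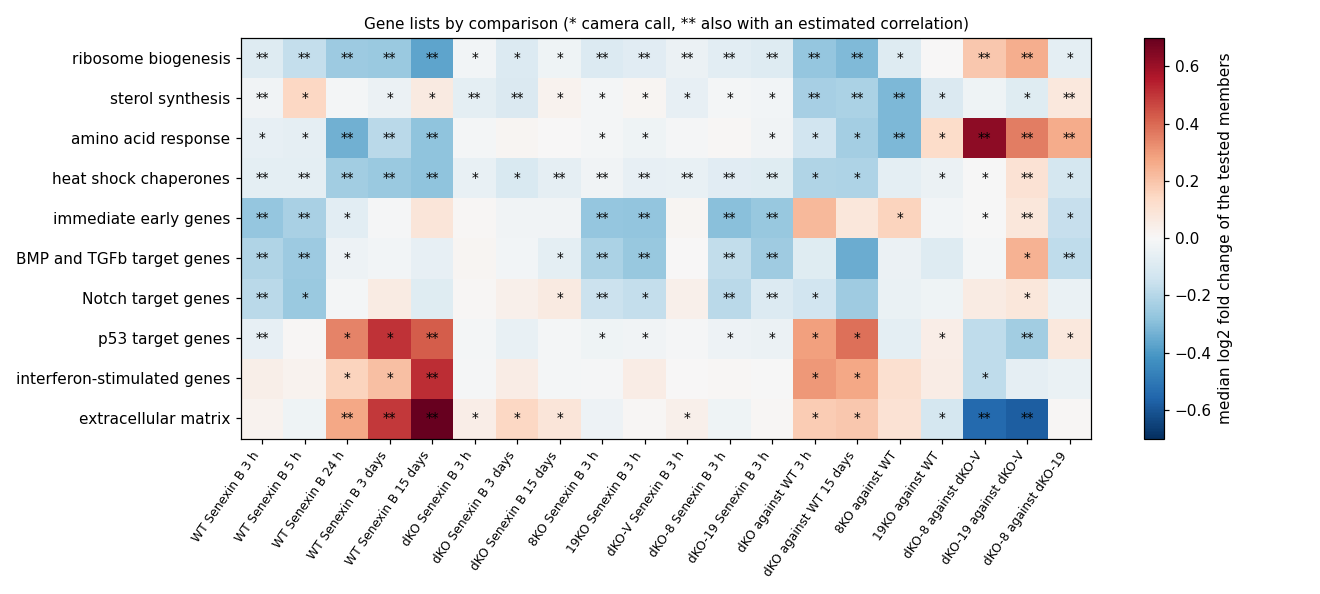
Median log2 fold change of each fixed gene list (vertical axis) in each comparison (horizontal axis), as colour, with the marks defined in the plot's key. The amino acid response had a median of 0.63 in dKO-8 and 0.36 in dKO-19 against dKO-V, and the matrix genes -0.55 and -0.58.

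Of 895 genes called in dKO-8 against dKO-V and tested in dKO-19, 99.0% had the same sign in dKO-19 and 492 were called in both. Both comparisons share the 3 dKO-V libraries. In 20 simulations with that sharing and no effect of either kinase, 66.8% of these genes had the same sign on average. They were chosen by their real change and not by their simulated one, so 66.8% may be too low a baseline. The correlation over all genes was 0.509 in the simulations against 0.818 observed, and the covariance was 0.00922 against 0.0808. The 0 genes called in both in the simulations follow from the setting of no effect. Separate effects of each kinase that match only by chance were not simulated. Part of the excess may still come from the shared libraries, since 3 controls cannot be divided into 2 sets of 2 or more. No library was shared between Senexin B in WT cells and the re-expressing cells: of the WT genes of 3 days, 88.5% of 589 had the opposite sign in dKO-8 and 90.4% of 596 in dKO-19 against dKO-V. At dKO of both times against WT, 843 genes were higher and 210 of these were lower with both kinases, and of 450 lower genes 57 were higher with both. Adding WT cells after 3 days of Senexin B, 122 genes were higher with both losses and lower with both kinases, among them APOE, ALDH1A1, ANXA1 and BST2, and 19 genes moved the opposite way throughout. Over all 340 list tests, 164 were called and 70 also with an estimated correlation.

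**Figure D4:**
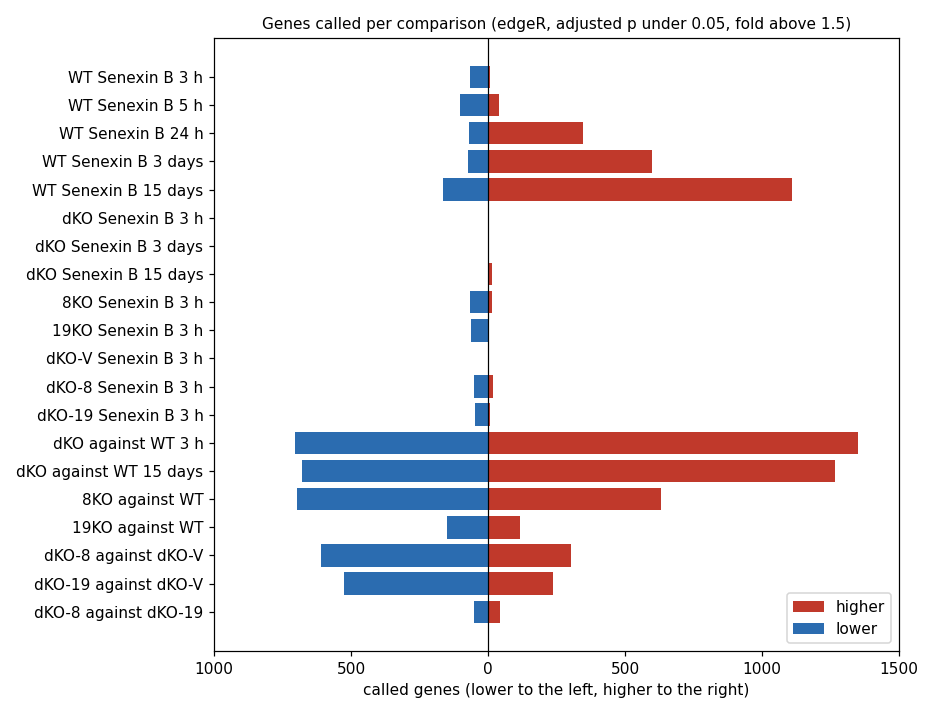
Number of genes called higher and lower by edgeR in each comparison, on opposite sides of 0. In WT cells higher genes grew from 7 at 3 h to 1108 at 15 days, while dKO cells gave 1, 0 and 15 calls at 3 h, 3 days and 15 days. Without 1 library these were 6 (vehicle replicate 2), 40 (vehicle replicate 3) and 8 or 4 (vehicle replicate 2 or 3), and at 3 days 20 with GC trends removed.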

Values the study reported

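The study called genes with DESeq2 at a fold change above 1.5 and a false discovery rate below 0.05. For WT cells with Senexin B it gave 46 genes at 3 h, all lower, 123 at 24 h (100 higher, 23 lower) and 396 at 3 days (359 higher, 37 lower), and 436 for these times combined. It gave 1122 genes for dKO, 1040 for 8KO and 158 for 19KO cells. For re-expression in dKO cells it gave 220 high-confidence genes with CDK19 and 429 with CDK8 or CDK19. Its genes for Senexin B, dKO cells and re-expression had to recur in more than one experiment, whereas those for 8KO and 19KO cells came from a single one.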

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

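The tests chosen only after the result was seen were the GC trend of replicate 3, both tests of TXNIP, both tests of the divided dKO libraries, all splits of 3 libraries against 3, the splits for dKO against WT at 3 h and the separation of splits by the labels they kept.

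The effect of Senexin B differed between populations or times by a test of the difference itself in 6 cases. It called 45 genes for dKO minus WT at 3 h, 877 for dKO minus WT at 15 days, 3 for 8KO minus WT, 52 for dKO-8 minus dKO-V, 43 for dKO-19 minus dKO-V and 372 for WT at 3 days minus 3 h. Treatment labels were then reassigned within each population, 100 splits for each. By the share of splits with as many genes alone, chance would be excluded for dKO-8 minus dKO-V (4 of 100, highest other 66) and not for dKO minus WT at 3 h (5 of 100, highest other 92) or 15 days (11 of 100, highest other 1459), 8KO minus WT (11 of 100, highest other 258), dKO-19 minus dKO-V (6 of 100, highest other 60) or WT at 3 days minus 3 h (7 of 100, highest other 518). These shares do not separate the 6 results, because every other split with as many genes kept the true labels of one population or time and so still held its response. The 258 genes against 3 point to this structure of the samples. Splits that kept neither reached at most 34 genes for dKO minus WT at 3 h, 1 for dKO-19 minus dKO-V and 0 for the other 4, but they also break up the responses themselves, so they do not test the difference alone. The splits therefore decide nothing here, and the 6 counts rest on the edgeR test of the difference. For 19KO minus WT edgeR called 0 genes, with 533 at an unadjusted p under 0.05, and DESeq2 0, so all 100 of 100 splits had to give as many (highest other 28), which tests nothing.

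For the 20 comparisons of 3 libraries with 3, 10 splits are too few for a share under 0.05. The real count was the highest, with 1 of 10 splits as large and 0 genes in the highest other, for WT with Senexin B at 3 h (73), 5 h (141), 24 h (417), 3 days (674) and 15 days (1272), dKO at 15 days (15), 8KO (79), 19KO (67) and dKO-8 (71) at 3 h, dKO against WT at 3 h (2056) and 15 days (1946), 8KO (1328) and 19KO (267) against WT, dKO-8 (913) and dKO-19 (762) against dKO-V and dKO-8 against dKO-19 (93). For dKO-19 with Senexin B it was 55 with 1 in the highest other. In dKO cells at 3 h 1 gene was called and 37 in the highest other, 2 of 10 being as large. In dKO cells at 3 days (0 called by edgeR, 1384 at an unadjusted p under 0.05, 1 by DESeq2) and dKO-V cells (0 by edgeR, 1552 at an unadjusted p under 0.05, 0 by DESeq2) all 10 splits had to be as large, with 0 and 5 in the highest other.

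Vehicle replicate 3 of dKO cells at 3 days stood apart from the others. Lower depth is argued against by a chi-square per degree of freedom of 8 against replicate 1 thinned to its depth and 7.56 against replicate 2, where the thinned others gave 1.28. A WT library under a dKO label is argued against by a slope of 0.000452 ± 0.00634 of its deviation on the dKO against WT change over 776 genes. Its trend with GC content took up 68.9% of the variance of its deviation over 13007 genes, against 2.72% between replicates 1 and 2, so a GC content bias is a candidate explanation. What gave the library this trend stays open, and no biological explanation was tested.

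TXNIP was lower with Senexin B in dKO cells although both kinases were knocked out. Residual kinase activity acting on all targets alike is argued against by the other 62 genes lower in WT cells at 3 h, whose median ratio of dKO to WT effect was 0.0512 (95% interval 0.0241 to 0.0929) against 0.596 for TXNIP. A GC content bias is argued against by a log2 fold change of -0.806 for TXNIP once GC trends were removed. An action of Senexin B apart from the 2 kinases, or residual activity on some targets, may explain TXNIP and stays open. The ratio for TXNIP in dKO-V cells was 0.364. TXNIP was not alone: at any fold 7 genes passed the adjusted p in dKO cells at 3 h, all lower. ARRDC4, not called, was at -0.40 ± 0.076 in dKO and -0.36 ± 0.061 in dKO-V cells, with an adjusted p under 0.05 in edgeR in both. In dKO-V cells HSPA1A (-0.25 ± 0.033) and HSPA1B (-0.18 ± 0.029) passed the adjusted p too. These genes were chosen after their values were seen.

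In dKO cells at 3 h another division of the 6 libraries across the treatment called 37 genes, 34 of them lower, among them MDN1, FAT3, HMCN1 and AHNAK, chosen after their values were seen. A GC content bias is argued against by a rho of 0.0324 between the change and GC content. Gene length bias cannot be told apart from other causes: rho with transcript length was -0.235 across genes. The median length was 5241 bases for called against 3636.5 for all tested genes. Of 27 called genes with a length, 10 lay above the 95th percentile of all, more than an even draw would give, which goes with a length bias. A difference between libraries in RNA integrity or preparation may exist, and the labels give no batch to test it.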

How the results depend on the processing

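The removal of GC trends was chosen after seeing the data, and all other alternatives were planned. With RLE normalization all 27 counts stayed within 1.5 times, and the median of all genes shifted by -0.00623 to 0.0028.

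DESeq2 gave fewer genes for WT with Senexin B at 3 h (43), 5 h (60), 24 h (223) and 3 days (423), 8KO (40), dKO-8 (30) and dKO-19 (27) at 3 h, dKO at 15 days (0), 19KO against WT (141), dKO-8 against dKO-19 (25), 8KO minus WT (0), dKO-8 minus dKO-V (29), dKO-19 minus dKO-V (27) and WT at 3 days minus 3 h (246), and 1 for dKO at 3 days. The other 12 counts stayed within 1.5 times. For all of these and the changes below, the cause was not tested. Without a low-count filter dKO at 3 days gave 31 genes, dKO-V 1 and 19KO minus WT 1, and with all libraries in one fit dKO at 15 days gave 7. With GC trends removed dKO at 3 days gave 20 and dKO-V 2. With the replicate block dKO at 3 h gave 3 and dKO-V 2, and the other 25 counts stayed within 1.5 times. Same-numbered replicates correlated at -0.167 to 0.253, and in 0 of 20 comparisons did every pair pass 0.1, so the numbers were not taken to pair samples.

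The share of WT genes of 3 days with the same sign at 15 days was 99.05% with DESeq2, 93.98% without a filter and 94.36% in one fit. In dKO against WT it was 89.51% with DESeq2 and 81.39% in one fit. The share with the opposite sign was 92.06%, 85.24% and 83.36% in dKO-8 (DESeq2, no filter, one fit), and 95.3% and 86.76% in dKO-19 (DESeq2, one fit). WT genes of 3 h kept their sign in 100% with DESeq2 in dKO-8, dKO-19, 8KO and 19KO cells, and in 19KO cells in 89.87% without a filter and 100% with the replicate block. For dKO-8 genes in dKO-19 the share was 99.85% with DESeq2. Of 164 list calls 70 remained with an estimated correlation. Without a filter 1 was lost, with the replicate block 2.

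Leaving out 1 library leaves an arm with 2 and moved some results. The count was 1 to 6 for dKO at 3 h (6 without vehicle replicate 2), 0 to 40 for dKO at 3 days (40 without vehicle replicate 3), 4 to 15 for dKO at 15 days (8 without vehicle replicate 2, 4 without vehicle replicate 3), 0 to 2 for dKO-V (2 without vehicle replicate 1), 0 to 7 for 8KO minus WT (7 without WT vehicle replicate 3) and 0 to 1 for 19KO minus WT (1 without WT vehicle replicate 3). For WT genes of 3 days the share in dKO against WT was 84.84% to 89.57%. For WT genes of 3 h it was 93.83% to 100% in dKO-8, 95.08% to 100% in dKO-19, 86.59% to 98.25% in 8KO and 91.25% to 100% in 19KO cells. The other counts stayed within 1.5 times and the other shares within their interval. The one fit of all libraries was not run for dKO at 3 days, whose table holds no other groups, and estimated correlation applies to lists alone. Depth limits genes of few counts, which the filter removes.

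The sign changed only for 7 results of genes that were not called and whose log2 fold change lay near 0. With 1 library left out APOE in 19KO against WT was -0.088 (without 19KO replicate 3) to 0.16 (without WT replicate 3) around 0.014, and JUN there -0.058 to 0.010 (without the same libraries) around -0.028. ARC in 19KO minus WT was -0.24 to 0.031 around -0.12 (without 19KO Senexin B replicate 3 and 1), and ZCCHC12 in dKO at 3 days -0.12 to 0.00096 around -0.040 (without Senexin B replicate 3 and vehicle replicate 2). In dKO at 3 h EGR1 was -0.055 to 0.057 around -0.0088 (without vehicle replicate 1 and 3) and JUN -0.027 to 0.031 around 0.0056 (without vehicle replicate 3 and 1), with JUN at -0.0025 without a filter. MYC in dKO-V was -0.050 to 0.046 around 0.0037 (without vehicle replicate 2 and 3), and -0.014 with GC trends removed. Of 408 named values of genes, 23 that were called lost their call with DESeq2, 4 without a filter and 3 in one fit. With 1 library left out a call of a named gene was lost in 74 cases, each gene and library counted apart, with the direction kept.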

Other observations

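The shares of sign in this part and the genes named at 3 days were chosen after the values were seen.

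CDK19 RNA stood higher with Senexin B in WT cells at the late times, at 43.2 ± 1.9 against 30.5 ± 1.7 CPM at 24 h, 45.7 ± 0.36 against 32.2 ± 0.55 at 3 days and 52.4 ± 1.6 against 36.1 ± 0.83 at 15 days. Its log2 fold change was 0.46 ± 0.046, 0.44 ± 0.057 and 0.46 ± 0.051, below the fold threshold each time. In dKO cells at 15 days it was 0.061 ± 0.066.

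Of the genes called in dKO against WT cells at 15 days, 73.5% of 1839 had the same sign in 8KO and 61.03% of 1704 in 19KO cells. Of those called at 3 h, 83.8% of 1962 had the opposite sign in dKO-8 and 81.9% of 1972 in dKO-19 against dKO-V. Of the genes called in WT cells after 15 days of Senexin B, 85.6% of 1176 had the same sign in dKO against WT at 3 h. No library was shared between the comparisons of a pair. For opposite sign, dKO 3 h genes in dKO-8 against dKO-V, the share was 86.8% with DESeq2, 81.9% without a filter and 81.0% with all libraries in one fit, and for opposite sign, dKO 3 h genes in dKO-19 against dKO-V, it was 85.4%, 80.1% and 79.3%. For same sign, WT 15 days genes in dKO against WT 3 h, it was 88.2%, 82.8% and 82.7%, and the cause was not tested.

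In dKO cells at 3 days, 40 genes were called without vehicle replicate 3 and 20 with GC trends removed, 17 of them in both. KCNQ1, SYNPO, OLFM2 and IL12A were higher and DOK3 lower in both.

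With edgeR more genes were called here than in the study for Senexin B in WT cells at the times given there, for each knockout against WT and for re-expression of either kinase, by less than 1.5-fold for 8KO cells alone. With DESeq2 fewer were called than in the study for 19KO cells and for the earliest Senexin B time, and more for the others, and the study's further experiments were not analysed here.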
